A study of Mus musculus with 14 samples. Its data were reported in "Molecular signatures of retinal ganglion cells revealed through single cell profiling" (2019).

How the data were processed

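Single retinal ganglion cells (RGCs) of adult mice were measured on Affymetrix Mouse430_2 arrays, 1 array per cell and 14 cells in all. The mice came from a cross of PV-Cre animals, in which Cre recombinase follows the parvalbumin gene Pvalb, with the Ai9 reporter, which makes the red protein tdTomato wherever Cre has acted. Retinas were dissociated with papain, and red cells were picked with a glass pipette straight into lysis buffer. RNA was reverse transcribed from an oligo-dT primer, tailed, amplified by 35 cycles of PCR and labelled with biotin. Libraries were screened by PCR before hybridisation for the presence of Sncg and the absence of a rod transcript (rhodopsin) and a Müller glia transcript (glutamine synthetase). The study names more than 1 facility for its arrays, which include arrays of other cells. Which of the 14 arrays was read where is not given in the sources used here. An oligo-dT primer and many PCR cycles favour the 3' ends of transcripts and leave low transcripts to chance, so a gene that was not detected in a cell may still have been expressed there.

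The deposited values are a signal intensity per probe set, which the authors computed with MAS5 (version not given in the sources used here) on a linear scale. MAS5 weighs each probe against its mismatch and scales each array by a single factor. A 2% trimmed mean of 500.0 on every array shows that scaling, and no further normalization between arrays was found in the values. Scanner files and detection calls were not used here. The table held 45101 probe sets. Of these, 64 were control probe sets and 45037 were tested. Probe sets were named through the array's annotation, with symbols updated by gene number through a mouse gene table of assembly GRCm38.p6, which was used for names only. In that annotation 34945 probe sets had 1 gene symbol, 932 had several and 9160 were unnamed here, and 34741 of the first kind matched the gene table. Probe sets with several genes were given no name. A gene took its probe set with the highest mean log2 signal over the 14 cells, which left 18193 genes, 9010 of them with several probe sets. Probe sets of a gene often disagreed. Another probe set of the gene shared 49.5% of detections and 62.4% of detections with a signal of at least 10000, and 4.98% of non-detections came with a detection by another probe set.

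A probe set counted as detected in a cell when its signal was at least 8 times the median signal of that array, which is 3 on the log2 scale, because in a single cell most probe sets lie in the background. None of the 378 values of 27 control probe sets for transcripts of other organisms passed (0 of 378). This rule, the gene lists, the tests and most alternatives were fixed before the data were examined. All cells formed 1 group, and no source named an animal for any cell. Cells were therefore not treated as replicates of a condition, no groups were tested, and an SD describes the spread between cells. Permutation p-values of correlations take the 14 cells as exchangeable and would be too small if cells of 1 animal resembled each other. No interval is given for a signal, and the number of arrays limits the precision.

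Gene lists covered markers of RGCs and of rods, cones, bipolar, amacrine and horizontal cells, Müller glia, astrocytes, oligodendrocytes, endothelial cells and pericytes, microglia, retinal pigment epithelium (RPE) and red blood cells. Further lists held genes that the study named for these cells, RGC subtype markers, synaptic vesicle genes, immediate early and stress genes, axon injury genes, housekeeping genes, X- and Y-linked transcripts, and families of ion channels, receptors and oxidative phosphorylation subunits. For each list, the median number of cells per member was placed among 10000 random gene lists of the same size, as a description. Named genes were the members of these lists (long lists by counts and examples), the 10 genes with the highest mean log2 signal among those detected in all 14 cells, and the 10 genes with the largest gap between the lowest detected and the highest undetected log2 signal among genes detected in 4 to 10 cells. The 10 genes with the highest Pearson r with Pvalb, among genes detected in at least 4 cells, completed them. Genes outside this rule are named only as further rod transcripts or where the text says that they were picked after their values were seen. The further rod transcripts are 13 genes outside the rod list.

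Pearson's r and Spearman's rho were computed on log2(signal + 32), with two-sided permutation tests of 100000 resamples and Benjamini-Hochberg adjustment within each family: 10 genes against Pvalb, and the 10 pairs of 5 genes. Each r was computed again without the 2 cells farthest from the median of the gene on the x axis. For all genes detected in at least 4 cells, the number with r of at least 0.7 was set against 100 permutations of the Pvalb values. Means and SDs of signals are on the plain log2 scale. Cells were clustered by 1 - Pearson r with average linkage on log2 signals of probe sets with an SD over 2.5, and the tree was divided into 3 branches. Distance, linkage and the SD limit were taken from the study, but the study also applied the limit to cells of other types, which were not used here, so the probe sets and the tree are not those of the study.

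Alternatives were detection at 4 or 16 times the median, at a signal of 1000, or above the 95th percentile of the control probe sets for other organisms; quantile normalization; the mean of all probe sets of a gene, or any of them; pseudocounts of 1 and 256; the linear scale; a fit on the number of detected probe sets; a minimum of 7 cells; leaving out the 2 cells with the fewest detected probe sets; and, for the tree, SDs over 2 or 3, no filter, complete linkage, log2(signal + 32) and Spearman correlation. Added after seeing the data were a threshold at the lowest point of each array's density, runs without cell 5, without cells 3 and 6 or without cells 13 and 14, and a tree on probe sets detected in at least 1 cell. The procedures were tested on simulated data. Genes set far above or below the threshold were called as the rule requires, which checks the code alone. In 500 simulated families of 10 genes and 14 cells, a gene with a population correlation of 0.9, 0.8 or 0.7 was called in 99.0%, 80.8% and 51.2% of families, and an unrelated gene was called in 11.0%, 6.2% and 7.8%. Besides, 5.1% of 2000 unrelated genes had an unadjusted p under 0.05, and simulated groups of cells were recovered for 100% of pairs. That recovery holds for the separation simulated and does not show how well groups as close as the real cells are recovered. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.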

Results

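RGCs are the output neurons of the retina, and their many subtypes carry different visual signals to the brain. The study asked which genes are shared by RGCs that have expressed Pvalb and which mark subsets of them. The data were the transcriptomes of 14 single tdTomato+ cells of adult mice, named here cell 1 to cell 14, which formed 1 group. Probe sets detected per cell ranged from 4191 in cell 5 to 11910 in cell 12, or from 9.31% to 26.4% of those tested, with a mean of 7897 ± 2464 (SD, n = 14). The genes behind them numbered 2540 to 6849. Array medians lay between 8.02 in cell 14 and 55.0 in cell 1, so the detection threshold lay between signals of 64.2 and 439.7. At a fixed signal of 1000 the mean was 5128 probe sets per cell, and with a threshold taken from the control probe sets it was 12359.

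Markers of ganglion cells were found throughout the 14 cells, and markers of other retinal cells mostly were not. Of the 14 RGC markers measured, 8 were detected in every cell: Sncg (15.56 ± 0.72, mean log2 signal ± SD), the neurofilament genes Nefl, Nefm and Nefh (15.41 ± 0.82, 15.22 ± 0.71 and 12.96 ± 2.27), the surface glycoprotein Thy1, the microtubule regulator Stmn2, the growth cone protein Gap43 and the vesicular glutamate transporter Slc17a6. The transcription factor Pou4f1 (Brn3a) was detected in 13 cells, the RNA-binding protein Rbpms in 11, Ebf1 in 9 and Ebf3 in 7. Isl2 was detected in 2 cells and Pou4f3 in none. A cell showed 78.6% ± 9.71 of these markers on average, from 9 of 14 in cells 5, 13 and 14 to 13 of 14 in cell 2. This share exceeded that of each other class in 14 of 14 cells, and the median of 14 cells per marker stood at percentile 100 of random lists. Rod markers had a median of 2 cells at percentile 63.6, so they were not rarer than random genes. Müller glia markers had a median of 1 at percentile 40.8, and the remaining classes 0 to 0.5 at percentiles 9.8 to 25.6. Libraries had been screened by PCR for Sncg, so its presence in every cell is not independent evidence. The screen against a rod and a Müller glia transcript could also have lowered the shares of those classes.

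Several classes of retinal and glial cells left little trace. None of 7 RPE markers was detected in any cell. Per cell, 1.43% ± 5.35 of 10 microglial markers, 2.86% ± 6.11 of 10 endothelial and pericyte markers, 3.97% ± 7.04 of 9 cone markers and 5.36% ± 10.6 of 4 astrocyte markers were detected. The share was 6.04% ± 5.38 for 13 amacrine markers, where the glycine transporter Slc6a9 was in 6 cells, Slc32a1 in 3, Gad2 in cell 1, and Gad1, Chat and Th in none. It was 7.14% ± 8.56 for 6 horizontal cell markers, 9.52% ± 8.56 for 6 oligodendrocyte markers and 12.5% ± 6.33 for 12 bipolar markers. The members of these 3 classes found most widely were Calb1, a calcium buffer, in 5 cells, the myelin gene Mbp in 7, and the protein kinase Prkca and the kainate receptor subunit Grik1 in 8 and 5. Müller glia markers reached 22.5% ± 13.3 of 13 genes, led by Clu, a secreted chaperone, in 12 cells, and the glutamine synthetase gene Glul in 8. Among 3 red blood cell markers, the alpha globin Hba-a2 was detected in 10 cells with signals of 1351 to 18627, and the other 2 in none, so that the mean share was 23.8% ± 15.6. Some detections of other classes were weak. Slc32a1 had signals of 85.9 to 138.7 where detected and up to 145.1 where not. The microglial share came from cell 5 alone, where C1qb read 69.1 and Csf1r 86.1. In cells without detection they reached 72.5 and 157.5.

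Rod photoreceptor transcripts were unevenly spread. Of 15 rod markers, cell 3 showed 11 and cell 6 showed 10, while each of the other 12 cells showed 1 to 4. The phosphodiesterase genes Pde6b and Pde6g and the channel gene Cnga1 were detected in cells 3 and 6 only, with Pde6g signals of 7285 to 10558. Gnat1, the rod transducin, was detected in 7 cells and Rom1 in 9. The mean over all cells was 21.0% ± 22.0, and 12.8% ± 7.76 without cells 3 and 6. In cell 6, 7 of 13 Müller glia markers were also detected (53.8%), the highest share of any cell. The difference between the shares of RGC and rod markers was smallest in cell 3, at 5.24 percentage points, while the corresponding smallest difference for Müller glia was 31.9. Cone, bipolar and amacrine shares were 11.9%, 21.4% and 11.5% at 4 times the median, and 3.17%, 8.93% and 3.85% at a signal of 1000.

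**Figure D1:**
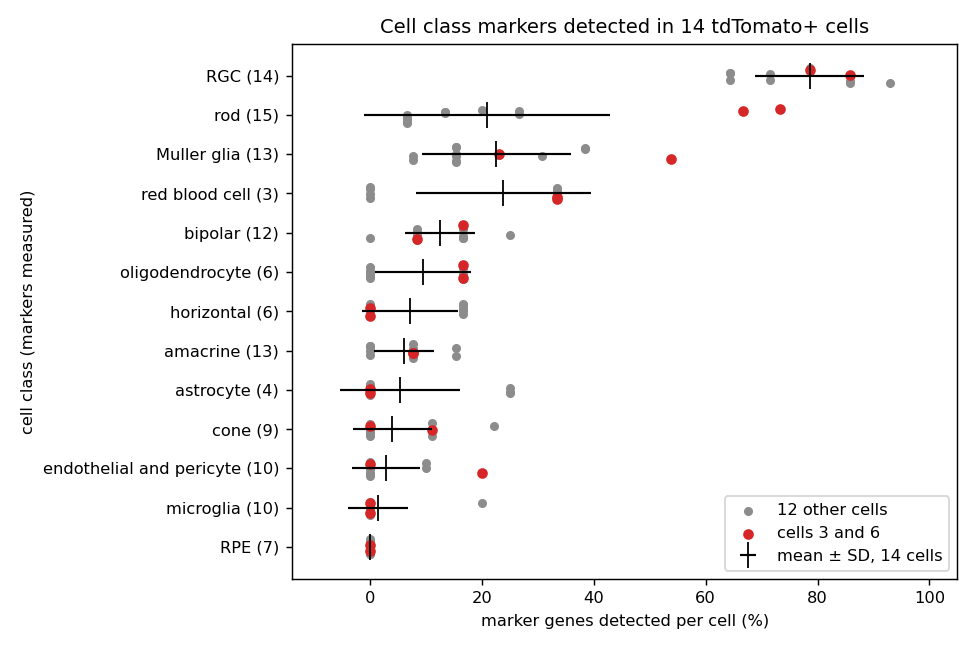
Percent of the measured marker genes of each cell class (number of markers in brackets) that were detected in each of the 14 cells, with cells 3 and 6 in red and the mean ± SD over 14 cells as black bars. RGC markers lie at 64.3% or above in every cell, and cells 3 and 6 show 73.3% and 66.7% of the rod markers.

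Genes shared by most of these cells were the first class of candidates in the study. Of 18193 genes, 10588 were detected in at least 1 cell and 7605 in none. There were 480 genes in all 14 cells, 4027 in 7 to 13, 4301 in 2 to 6 and 1780 in 1 cell only. All 8 genes that the study named as broad were detected in at least 10 cells: the neurofilament Nefh in 14, the calmodulin regulator Pcp4, Pnkd and the calcineurin regulator Rcan2 in 13, the sodium channel subunit Scn2b and Trarg1 in 12, the growth factor Fgf1 in 11 and the nicotinic receptor subunit Chrnb2 in 10. Pcp4 signals ran from 16785 to 59413 in the 13 cells and were 25.1 in the other. Their median of 12.5 cells stood at percentile 100 of random lists, but the list was chosen on these cells and is not independent evidence. The number of genes in every cell was 303 at a fixed signal of 1000, where 2788 genes were in at least 7 cells in place of 4507, and it was 300 when the probe sets of a gene were averaged. Without cells 5 and 13, which had the fewest detected probe sets, 847 genes were detected in every remaining cell.

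The 10 genes with the highest mean signals among the 480 were the chaperone Hspa8 (signals of 29204 to 197435), the SNARE protein Snap25 (15.90 ± 0.66, mean log2 signal ± SD, n = 14), the glycolytic enzymes Aldoa, Tpi1 and Pkm (15.77 ± 0.69, 15.52 ± 0.77 and 15.51 ± 0.64), Stmn1, Stmn3 and the tubulin Tuba1a (15.60 ± 0.92, 15.48 ± 0.33 and 15.51 ± 0.68), Sncg, and the mitochondrial nucleotide carrier Slc25a4 (15.51 ± 0.83). Signals of different probe sets share no scale, so this order is not one of abundance. Of 76 oxidative phosphorylation subunits, 66 were detected in at least 7 cells, 23 of them in all 14, including Atp5a1 (14.54 ± 0.54) and Cox4i1 (14.65 ± 0.88), 8 in 1 to 6 cells and 2 in none. Cox7c and Ndufb4 were the members found in no cell. Each rests on 1 chosen probe set, so their absence is not shown. Cox7c read 413.8 in cell 1, below the threshold of 439.7 there. Synaptic vesicle genes were likewise widespread, with 12 of 14 in at least 7 cells, such as Syp, Syn1, Syt1 and Vamp1 in 14, against Stx1a in 4 and Sv2c in 1. All 6 housekeeping genes measured were detected in at least 11 cells, and 4 of them in 14. The medians of these 3 lists, at 13, 14 and 14 cells, were each at percentile 100.

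**Figure D2:**
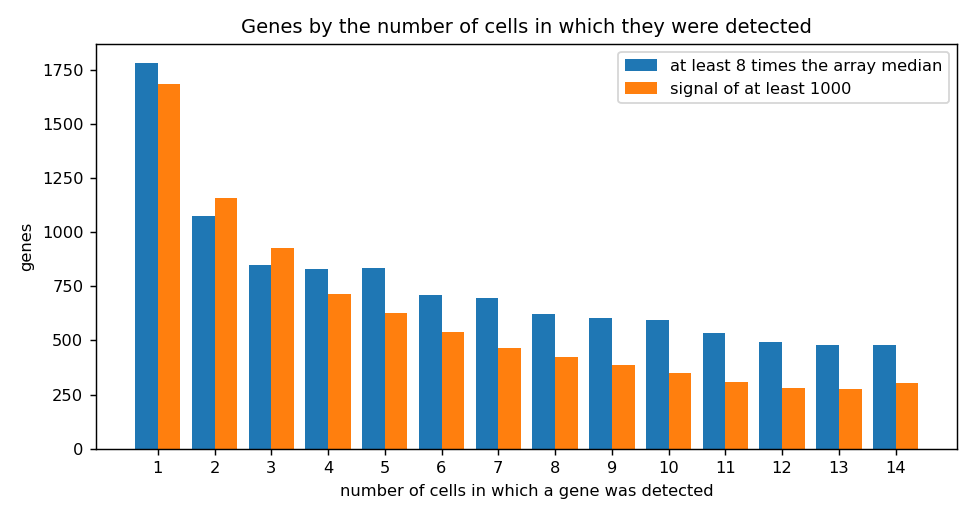
Number of genes (vertical axis) by the number of cells in which they were detected (horizontal axis), with detection at 8 times the array median in blue and at a fixed signal of 1000 in orange. With the blue rule 1780 genes were found in 1 cell and 480 in all 14, and with the orange rule 1686 and 303.

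Other genes were clearly present in some cells and near background in the rest. Of 4897 genes detected in 4 to 10 cells, 1037 had at least 3 log2 units between the lowest detected and the highest undetected signal. The 10 genes with the largest gaps follow. Their undetected signals were at most 42.2, below the threshold of every array (64.2 or more). Sizes and order of their gaps thus depend on background values and are not given. Dpysl2, a regulator of axon growth, had signals of 8711 to 53926 in 10 cells and at most 5.07 in cells 5, 11, 13 and 14. The actin-binding peptide Tmsb4x was detected in the same 10 cells, with signals of at least 1115 there and at most 4.80 elsewhere. These 10 cells are the large branch of the tree of cells, and the other 4 include the 2 cells with the fewest detected probe sets and the 2 with the highest ratios of 3' to 5' Gapdh signal. The fatty acid elongase Elovl5 was in 6 cells (lowest detected signal 1858, highest undetected 6.23) and the nuclear RNA Malat1 in 9 (3689 and 17.8). Cgrrf1 was detected in 9 cells (2651 and 3.50), Fam169a in 10 (3058 and 8.25) and the nuclear transport receptor Xpo7 in 10 (847 and 3.69). Ppp1r14b was in 7 (2350 and 13.2), the mitochondrial ribosomal protein Mrpl51 in 9 (6721 and 42.2) and Scnm1 in 8 (1649 and 10.7). A further list held genes that the study proposed for limited populations, together with Kcng4. In it, the microtubule protein Map1b was detected in 9 cells, Lypd6 in 5 (cells 1, 7, 11, 12 and 13), the kit ligand Kitl in 4, the potassium channel modifier Kcng4 in 3 and the muscarinic receptor Chrm1 in cell 1. Kcng4 reached a signal of 1000 in 1 cell. Map1b was detected in 21.4% of cells when its probe sets were averaged. Genes that the study listed for its cell groups were mostly common: Nptx1 in 14 cells, Pou4f1 in 13, Rbpms and Klf9 in 11 and Klf10 in 9, with Fxyd2 in cell 14 only. Klf9 reached a signal of 1000 in 4 cells. The lists had medians of 4 and 11 cells per gene (percentiles 75.6 and 99.8), and both were chosen on these cells.

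Markers of known RGC subtypes, and genes that the study tied to them in its other cells, were spread over different cells. In the alpha RGC list of 5 genes, Nefh was in all cells, Pigo in 4, Pank1 in 2, and Kcnip2, a subunit of potassium channels, in cell 1 only, with a signal of 17961 against at most 77.8 elsewhere. Of 7 direction-selective markers, the neuropeptide gene Cartpt and the protocadherin Pcdh8 were in 10 cells each. Fam163a was in cells 2, 4, 7, 9 and 12, Mmp17, Cdh6 and Col25a1 were in 2 cells each, and Hoxd10 was in none. Col25a1 read 67.0 in cell 5 and 71.3 in cell 14, just above their thresholds, and up to 291.9 in cells without detection. The adhesion gene Jam2, a J-RGC marker, was in 10 cells. It was listed with genes that the study found correlated with it, which are not subtype markers themselves. Of these, Crbn and Scg2 were in 11 cells and Jam3 in 3. Markers of intrinsically photosensitive RGCs were rare: 5 of 9 were detected in 1 to 3 cells, such as Adcyap1 in 3, while the melanopsin gene Opn4 and the transcription factor Eomes were in none. Of 10 other subtype genes, the calcium-binding protein Calb2 was in all 14 cells, Foxp1 and Foxp2 in 5 each, 3 of them shared (cells 3, 6 and 10), Satb1 and Tbr1 in 4 each and Bnc2 in 1. The median numbers of cells were 3 for the alpha list (percentile 68.1), 2 for the direction-selective list (59.7), 10.5 for Jam2 and its correlates (99.0), 1 for the photosensitive list (42.7) and 2.5 for the other genes (67.1). Cells 3 and 6, which hold both Foxp1 and Foxp2, are those with many rod transcripts.

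**Figure D3:**
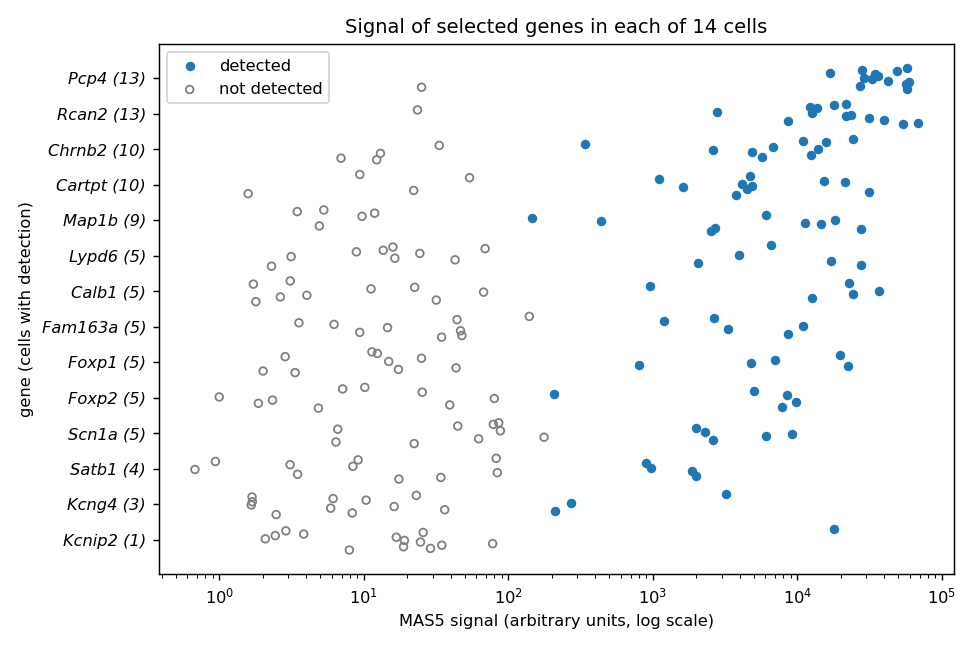
MAS5 signal (log scale) of 14 genes in each of the 14 cells, with filled points where the gene was detected and open points where it was not, and the number of cells with detection in brackets. Genes run from Pcp4 in 13 cells to Kcnip2 in 1, and Lypd6, Calb1, Fam163a, Foxp1, Foxp2 and Scn1a were each detected in 5.

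Ion channels and receptors showed the same range from general to rare. Among 11 sodium channel genes, Scn8a was detected in 13 cells, Scn2b in 12, Scn2a and Scn3b in 10 and Scn3a in 7. Scn1a was found in 5 cells (signals of 1974 to 9237), Scn7a in 4, Scn4b in 1 and 3 members in none. Scn4b read 136.5 in cell 12, where it was detected, and 314.4 in cell 1, where it was not. Of 34 voltage-gated potassium channel genes, 15 were in at least 7 cells, 6 in 1 to 6 and 13 in none. The auxiliary subunit Kcnab2 was in all 14, the Kv3 family members Kcnc1, Kcnc2 and Kcnc4 were in 13, 12 and 12, and Kcna3 and Kcna4 were in 2 and 1. Among 24 calcium channel genes, 7 were in at least 7 cells, with Cacng5 in 13 and Cacnb1 in 11. Of 29 HCN, inward rectifier and two-pore channel genes, 6 reached 7 cells, such as Kcnj11 in 10, and 14 were not detected. At a signal of 1000, Kcnj11 was in 3 cells, Scn3b in 5 and Gria2 in 6. Of 16 ionotropic glutamate receptor genes, 5 reached 7 cells: the AMPA receptor subunits Gria2 and Gria4 in 12, Gria3 in 11 and Gria1 in 8, and the NMDA receptor subunit Grin3a in 9. The GABA-A and glycine receptor list of 17 had Gabrb2 and Glrb in 11 cells, Gabra3 in 4 and 8 members in none. Of 15 nicotinic receptor genes, Chrna6 was in 13 cells, Chrnb2 in 10, Chrnb3 in 6 and 9 in none. Median cells and percentiles among random lists were 5 and 90.6 for sodium, 3.5 and 92.3 for voltage-gated potassium and 5 and 97.6 for calcium channels. They were 3.5 and 84.7 for glutamate, 1 and 40.1 for GABA-A and glycine and 0 and 12.8 for nicotinic receptors, and 1 and 37.7 for the last channel list.

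Immediate early genes rise with activity, and dissociation can set off stress and injury genes. Each cell showed 3 to 8 of 19 immediate early and stress genes. The chaperones Hspa8 and Hsp90aa1 were in all 14 cells, Dnajb1 in 11, the transcription factors Klf6 and Jund in 8 and 7, and 5 genes, including Atf3 and Hspa1a, in none. The activity gene Fos was detected in cells 7, 8 and 9, Egr1 in cells 6, 7 and 8, and the phosphatase Dusp1 in cells 2, 7, 8 and 9 with signals of 10579 to 16735 there and at most 111 elsewhere. None of 8 axon injury genes was in more than 5 cells: Ddit3 was in 5, Sox11 in 3, Jun in 2, and Atf3, Ecel1 and Sprr1a were in none. The median was 2 cells for the stress list (percentile 65.1) and 1 for the injury list (39.2). In the list of X and Y transcripts, where the median was 2 cells, Xist, the RNA of the inactive X, was detected in cells 7, 8, 9 and 10 and the Y-linked Eif2s3y in cells 2, 4, 11, 12 and 14. No cell showed both and 5 showed neither. The other 2 genes of the list, the Y-linked Kdm5d and Uty, were detected in no cell.

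The study looked for genes whose levels follow Pvalb, the gene through which these cells were labelled. Pvalb, the calcium buffer parvalbumin, was detected in 13 cells, with signals of 1146 in cell 3 and 8772 to 65385 in 12 others, and was 7.27 in cell 5. All 10 genes that the study named as Pvalb correlates were detected in at least 10 cells, and their median of 14 cells stood at percentile 100. Across cells, 1 of the 10 passed the threshold of 0.05, both adjusted over the list alone and adjusted over all 6882 genes tested. It was Kcna6, a voltage-gated potassium channel subunit, with r = 0.777 (permutation p = 0.00015, adjusted p = 0.0015 over the list alone and 0.0430 over all genes) and rho = 0.719 (p = 0.00503, adjusted p = 0.0503). The list was chosen in part on these cells, so its own adjustment is not independent evidence. The transporter Slc6a17 and the lectin Clec2l came to it from other RGCs of the study and had r = -0.247 and -0.344 here (adjusted p = 0.562 and 0.393). Without cells 5 and 3, the farthest from the median of Pvalb, Kcna6 had r = 0.580 (p = 0.0470, adjusted p = 0.157), so that the call rests on those cells. Its adjusted p ran from 0.0011 to 0.0931 over 10 alternatives. The nicotinic subunit Chrna6 had r = 0.751 (p = 0.0598, adjusted p = 0.230, rho = -0.0549) with all cells and r = -0.116 without the same pair, and Pou4f1 moved from 0.570 to -0.126. Thy1 moved from 0.0289 to 0.600 and the protocadherin Pcdh7 from 0.368 to -0.584 (adjusted p = 0.157 for each without the pair). Anxa6, an annexin, had r = 0.291 (p = 0.304, adjusted p = 0.507, rho = 0.301) with all cells and 0.450 without the pair.

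Over all 6882 genes detected in at least 4 cells, 221 had r of at least 0.7 with Pvalb, against a median of 12.5 and a highest count of 194 in 100 permutations. An adjusted p under the threshold was found for 25 genes and an unadjusted one for 804. The 10 highest were Tle5 (r = 0.951, p = 9e-05, adjusted p = 0.0387, rho = 0.723), the proteasome subunit Psmd14, the lipid kinase Pi4ka, the vesicle protein Scamp1, Emb, the mitochondrial ribosomal protein Mrpl41, Park7, the respiratory chain subunit Cox6c, the dynein light chain Dynlrb1 and the ubiquitin-conjugating enzyme Ube2e3. For Dynlrb1 (r = 0.930, rho = 0.837) the p of 1e-05 was the smallest that the permutations can give, and its adjusted p was 0.0206. Adjusted values passed for 5 of the 10. None of the 10 was detected in cell 5. Without cells 5 and 3, 50 genes had r of at least 0.7, 22 of 100 permutations gave as many (median 30, highest 153), and permutation tests with Benjamini-Hochberg adjustment called 0 genes, against 637 unadjusted. Tle5 then had r = 0.701 and Psmd14 r = 0.180. Without cell 5 alone the count was 116, with 150 as the highest of the permutations, and without cells 13 and 14 it was 454.

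**Figure D4:**
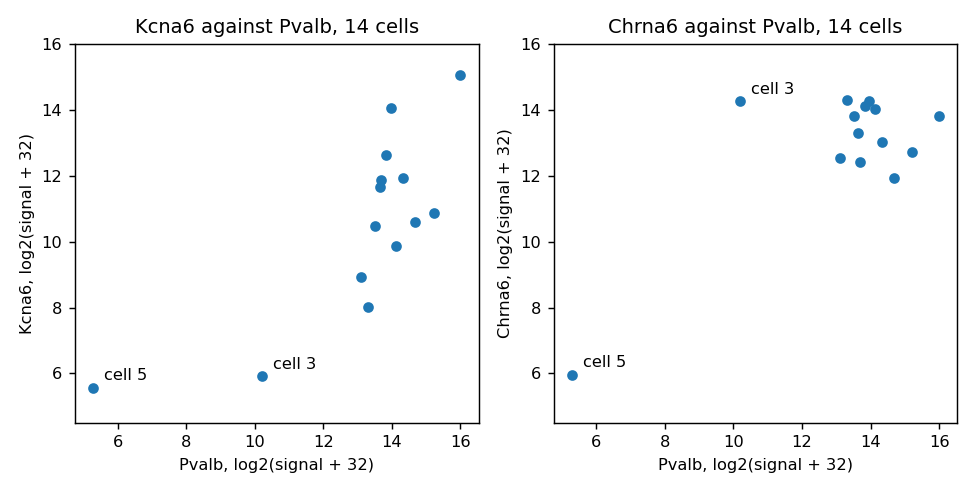
Log2(signal + 32) of Kcna6 (left) and Chrna6 (right) against that of Pvalb, 1 point per cell for 14 cells, with cells 3 and 5 named. With all cells r was 0.777 for Kcna6 and 0.751 for Chrna6, and without cells 5 and 3 it was 0.580 and -0.116.

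The study described Pou4f1, Rbpms, Klf9, Klf10 and Nptx1 as shared by 1 group of cells, which raises the question of whether their levels follow each other. None of the 10 pairs passed the adjusted threshold in permutation tests, and 1 did so unadjusted. That pair was Rbpms and the zinc finger factor Klf10, with r = 0.615 (p = 0.0194, adjusted p = 0.194) and rho = 0.345 (p = 0.226, adjusted p = 0.432), and r = 0.347 without cells 14 and 11. With all cells, coefficients of the other pairs ran from -0.353 for Klf9 and the synaptic protein Nptx1 to 0.427 for Pou4f1 and Klf10. Pou4f1 and Rbpms had r = -0.151. Pou4f1 and Nptx1 moved from r = 0.0916 to 0.631 without cells 5 and 3 (permutation p = 0.0293, adjusted p = 0.293). Without cell 5, Rbpms and Klf10 had r = 0.777 and an adjusted p of 0.0390, the adjusted p over 10 alternatives ranging from 0.0322 to 0.790. When the probe sets of each gene were averaged, 6 of the 10 pairs passed, led by Klf10 and Nptx1 with r = 0.898.

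Clustering of whole transcriptomes placed most cells together and set cell 5 apart. On 15452 probe sets with an SD over 2.5, the tree divided into a branch of 10 cells (1, 2, 3, 4, 6, 7, 8, 9, 10 and 12), a branch of 3 (11, 13 and 14) and cell 5 alone. Pairs of cells correlated with r from 0.145 (cells 3 and 5) to 0.505 (cells 7 and 12), with a median of 0.338 over 91 pairs. Cell 1 was the last to join the branch of 10. Cells 5 and 13 had the fewest detected probe sets, and cells 13 and 14 the highest ratios of 3' to 5' Gapdh signal, 1.95 and 2.61 against 1.09 to 1.55 elsewhere. With SDs over 2, no filter, Spearman correlation or quantile normalization, cells 11 and 14 joined the large branch, leaving 12 cells together and cells 5 and 13 alone. Genes were not compared between branches, because the branches were made from the same signals.

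**Figure D5:**
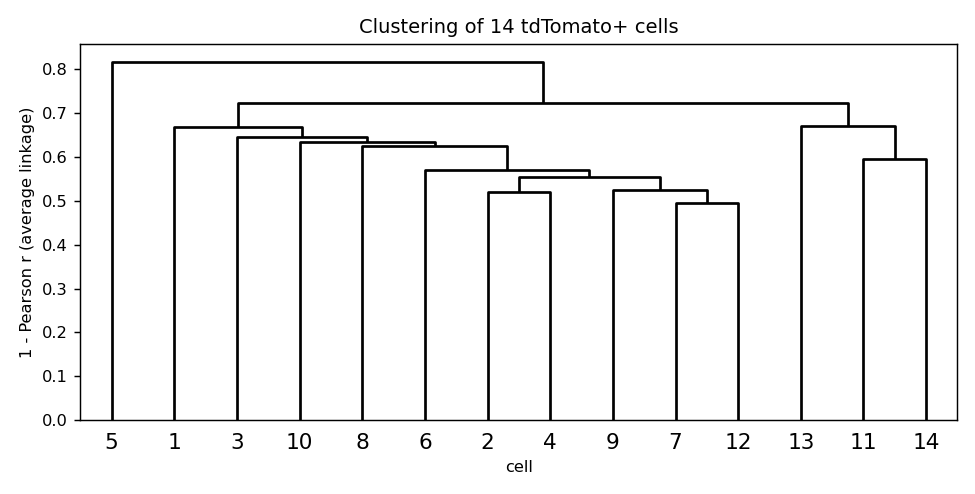
Tree of the 14 cells from average linkage on 1 - Pearson r (vertical axis) over 15452 probe sets. Cell 5 joins last, and cells 11, 13 and 14 form a branch beside that of the other 10 cells.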

Values the study reported

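The study described 14 tdTomato+ cells and treated genes found in 7 or more of them as broadly expressed. It reported Chrnb2 in 10 tdTomato+ cells, and Kcng4 and Chrm1 in a single tdTomato+ cell each. Clustering in the study included 7 cells that were not RGCs and started from 45,101 probe sets, of which 8,037 were kept by an SD above 2.5 in both kinds of cells. The tree was divided into 4. It placed 9 tdTomato+ cells in its largest cluster and 4 in another, with a single cell on its own. The cell numbers of the study were not matched to those used here.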

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

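The tests of markers of all other cell classes, the test of RGC markers in cells 3 and 6, the test of spike ratios and the test of sex-linked transcripts were chosen after the results were seen.

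The 18S ribosomal RNA control probe sets, which are in no gene list and carry RNA without a poly(A) tail, were all above the detection threshold in 3 cells, with lowest signals of 5920 in cell 1, 107 in cell 4 and 361 in cell 9.

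Glul, which encodes the glutamine synthetase that served as the Müller glia transcript in the PCR screen, was detected in 8 of the 14 cells with signals of 417 to 15865.

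Cells 3 and 6 held many rod transcripts, although libraries were screened by PCR for the absence of a rod transcript before hybridisation. Rods picked in place of ganglion cells can be excluded, because 78.6% or more of the RGC markers were detected in each, and so can a general rise of markers of other cells in cell 3, where 7.53% of 93 markers of all other classes were detected against 3.23% to 12.9% in the other 12 cells. In cell 6 the share was 16.1%, above those cells, so a general rise cannot be told apart there. RNA of rods in these libraries may be the source, but it cannot be told apart from other causes: of 13 further rod transcripts, where at least 40% had been set for each cell, cell 3 showed 23.1%, no more than the highest of the other 12 cells, and cell 6 alone, with 38.5%, brought the mean to 30.8%. Signals in cells 3 and 6 were 40909 and 19044 for Gnat1 and 15597 and 7027 for Sag. Yet 7 of the 12 rod markers found in either cell were also detected in at least 1 other cell. So were 3 of 5 further ones (Gnb1, Unc119 and Guca1b). The remaining further ones were in no other cell: Tulp1 in cells 3 and 6 (5018 and 1084) and Slc24a1 in cell 6 (496). Guca1a, Mpp4 and Fscn2 were detected in other cells only. Gnb1 was detected in 14 cells and Unc119 in 12, so the share of further rod transcripts separates cells poorly. No biological explanation was tested.

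Cells 11, 13 and 14 formed a branch of the tree. A smaller number of detected probe sets was tested by keeping the 4191 brightest probe sets of every array, and the same 3 cells still formed a branch, with a lowest correlation of 0.266 among them and 0.341 as the highest to any other cell. A separate hybridisation may have acted and cannot be told apart, because no source says where each array was read: the ratio of 2 labelled control signals was 1.84 in cell 11, within the 1.61 to 1.85 of 11 other cells, and 2.48 and 2.42 in cells 13 and 14. The branch also dissolved under 4 alternatives (75.8% of pairs placed as before in each), and no biological explanation was tested.

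Calb1 and Fam163a were detected in the same 5 cells (2, 4, 7, 9 and 12), Calb1 with signals of 952 to 36529 there and at most 67.3 elsewhere, a pair picked after its values were seen. Among 836 genes detected in exactly 5 cells, 14 were in this set. The numbers of genes detected per cell gave 8.02 and a 95% range of 3 to 14. Deeper detection in these cells could therefore account for that count, which does not test Calb1 and Fam163a as a pair. Of the cells outside the set, only cell 6 had more genes detected (5558) than cells 2 and 9 (5144 and 5263). Neither Calb1 nor Fam163a was detected in cell 6. An origin of the 5 cells in 1 animal is argued against, since Xist was detected in 2 of them and Eif2s3y in the other 3. The Y-linked side rests on Eif2s3y alone, with signals of 455, 585 and 2151 in cells 2, 4 and 12. The Y-linked Kdm5d and Uty were detected in no cell. No biological explanation was tested.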

How the results depend on the processing

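Runs without cells 3 and 6, 13 and 14, or 5, the density threshold and the tree on detected probe sets were chosen after the data were seen; the other alternatives in this part were planned. Of 896 recomputed values, 777 stayed close: a count within 1.5-fold, a share within the spread between cells, an r with its sign and its side of the threshold; the rest are given below for main results and for reversed signs, and the cause was not tested unless stated. For shares this criterion is loose where the spread between cells is wide, as for rod markers (21.0% ± 22.0). RGC shares stayed between 71.9% and 85.2% over 11 alternatives, and rod markers in cells 3 and 6 stayed between 8 and 12 of 15 over 10. Leaving out cells 3 and 6 gives no value for those cells, and quantile normalization gives every array 1 threshold. A minimum of 7 detected cells removed none of the 10 Pvalb correlates or of the 5 paired genes, so it says nothing there.

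Genes detected in every cell went from 480 to 303 at a signal of 1000, 300 with averaged probe sets and 847 without cells 5 and 13, where fewer cells had to show a gene. At a signal of 1000, genes in at least 7 cells went to 2788 and probe sets per cell to 5128; with the control percentile, the latter went to 12359. Genes in 1 cell went from 1780 to 2837 at 4 times the median and 3043 after quantile normalization. At 4 times the median, shares were 11.9% for cone, 21.4% for bipolar, 11.5% for amacrine, 7.14% for microglial and 1.02% for RPE markers. With the control percentile they were 25.4%, 27.4%, 19.8%, 16.4% and 6.12%, with 21.4% for horizontal and 15.7% for endothelial markers. These lower thresholds admit weaker signals by construction. Quantile normalization gave 2.04% for RPE, and averaged probe sets 2.98% for bipolar markers.

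Of the 10 Pvalb correlates, 1 passed; 0 did on the linear scale, with averaged probe sets or without cells 5 and 13, and 2 did with residuals on the number of detected probe sets. Of the 10 pairs, 0 passed; 1 did with log2(signal + 1), on the linear scale, without cells 5 and 13 or without cell 5, and 6 did with averaged probe sets. Genes with r of at least 0.7 went from 221 to 128 with the larger pseudocount, 396 on the linear scale, 121 with averaged probe sets, 130 without cells 5 and 13, 116 without cell 5 and 454 without cells 13 and 14. The same pairs of cells shared a branch for 75.8% of pairs with SDs over 2, no filter, Spearman correlation and quantile normalization.

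Signs of r with Pvalb reversed as follows. With averaged probe sets, Stmn2 had 0.802. Without cells 5 and 13, Stmn2 had 0.0792, Pou4f1 -0.665, Chrna6 -0.447 and Clec2l 0.000183. With log2(signal + 1), Thy1 had -0.0121. On the linear scale, Stmn2 had 0.574, Pou4f1 -0.169, Chrna6 -0.00224, Pcdh7 -0.181 and Slc6a17 0.206. With residuals, Stmn2 had 0.381. Without cell 5, Stmn2 had 0.271, Pou4f1 -0.486, Chrna6 -0.317, Slc6a17 0.166 and Clec2l 0.0385. Without cells 13 and 14, Thy1 had -0.238 and Nefm -0.0274.

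Signs of r among pairs reversed too. With averaged probe sets, Pou4f1 and Rbpms had 0.537 and Klf9 and Nptx1 0.629. Without cells 5 and 13, Pou4f1 and Rbpms had 0.323 and Pou4f1 and Klf9 -0.639. On the linear scale, Pou4f1 had 0.185 with Rbpms and -0.318 with Klf9, and Klf9 had -0.0864 with Rbpms and -0.0278 with Klf10. With residuals, Klf9 had -0.000251 with Pou4f1, -0.0929 with Rbpms and -0.0344 with Klf10. Without cell 5, Pou4f1 had 0.199 with Rbpms and -0.621 with Klf9. Without cells 13 and 14, Rbpms and Klf9 had -0.263. With the larger pseudocount, Pou4f1 and Klf9 had -0.0916. In none of these was the main r past its threshold.

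Array background limits low transcripts: the threshold lay at a signal of 64.2 in cell 14 and 439.7 in cell 1, so a weak transcript could be detected in the former and missed in the latter.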

Other observations

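The relations to array controls below were chosen after the data were seen, as were the genes named in the next paragraph.

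Some genes were strong in a single cell and near background in the other 13. Cell 1 alone had Coch, an extracellular matrix protein (32463, highest elsewhere 98.6), the cell cycle inhibitor Cdkn1c (8371 and 12.1), the heparan sulfate cleaving enzyme Hpse (6373 and 20.3) and the vesicle protein Sv2c (4515 and 16.7), beside Kcnip2. Cell 6 alone had the prostaglandin D synthase Ptgds (21558 and 38.3) and the tight junction gene Cldn5 (7992 and 69.1). Cldn5 and Kdr (2152, in cell 6 alone) are endothelial markers, and this cell also had the highest shares of endothelial (2 of 10) and Müller glia (7 of 13) markers and many rod transcripts. Cell 14 alone had the mitochondrial protein Nlrx1 (38089 and 30.0), and cell 5 alone the growth factor Egf (23285 and 38.7) and the stress-related factor Atf5 (27623 and 57.7). Genes found in 1 cell only numbered from 51 in cell 10 to 253 in cell 5, the cell with the fewest detected probe sets.

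Cells also differed in their array controls. The labelled spike cre, added at hybridisation, read from 38581 in cell 4 to 962350 in cell 1, a 24.9-fold range. Probe sets detected per cell had r = -0.549 with it (permutation p = 0.0410, adjusted p = 0.0821 over 2 relations; rho = -0.525, p = 0.0566), and r = -0.596 without cells 1 and 4. Against the ratio of 3' to 5' Gapdh signal, r was -0.397 (permutation p = 0.163, adjusted p = 0.163; rho = -0.358, p = 0.210), and -0.0390 without cells 14 and 13. In cell 12 the ratio of the bioB to the bioC spike was 0.0418, against 0.334 to 0.407 in the other cells.

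Kcng4 was detected here in 3 cells, with signals of 3227 in cell 1, 271 in cell 7 and 209 in cell 12. Only the signal of cell 1 reached 1000, so the number of cells depends on the threshold, and it is higher than the one in the paper.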
